A study of Saccharomyces cerevisiae with 20 samples.

How the data were processed

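Messenger RNA was profiled in 20 libraries of the yeast Saccharomyces cerevisiae, 4 for each of 5 strains. The strains were BY4741, CEN.PK2, D273-10B, RM11-1a and W303. Per the labels' protocols, cells were grown in glucose medium to early exponential phase without treatment. Libraries followed the Smart-seq2 protocol, in which full-length cDNA is amplified by PCR and cut by a transposase. They were read as 75-base single-end reads on an Illumina NextSeq instrument. The labels mention no molecular identifiers, so reads that are PCR copies of 1 molecule are counted separately.

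The deposited table holds raw counts of reads per gene, 1 column per library and with no normalization by the authors. Its header names gene identifiers of an Ensembl release. The aligner, the counting program, their versions and whether counting used strand are not stated in the labels or the file header. Overlapping and near-identical genes are therefore treated as uncertain. All 7127 genes and all 20 columns were read, and 0 columns were left unused. Each column was matched to its sample by the library number that the sample's description gives. For 2 RM11-1a columns the replicate number in the column name differs from that in the sample title, and the title was followed. Each of these 2 shares its replicate number with another RM11-1a column, and the labels do not say whether such columns are repeat libraries of 1 culture.

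Genes were matched by systematic name to the RefSeq annotation of the R64 reference genome, which gave a symbol and position to 6047 genes. Coordinates are 1-based on that build. Exon length and GC content were computed from its sequence, and 94.2% of the genes tested had a value. For each named gene, the share of its 75-base windows found elsewhere in the genome was counted on both strands.

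Counts were tested with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the strain as group, which left 6119. Library sizes were scaled by TMM, and 1 quasi-likelihood model with the strain as its only term was fitted to all 20 libraries, with 15 residual degrees of freedom. The model was tested for any difference among the 5 strains, for each of the 10 pairs of strains, and for each strain against the mean of the other 4. P-values were adjusted by the Benjamini-Hochberg method over the genes kept, with a threshold of 0.05. A gene was called specific to a strain when its adjusted p was under 0.05 in all 4 contrasts with that strain, with the same sign and an absolute log2 fold change of at least 1 in each. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. Gene sets were tested with camera (limma 3.58.1) at an inter-gene correlation of 0.01.

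The lists of mating-type genes, genotype genes and gene sets, the designs and the alternatives were written before the data were examined. So was the rule for naming genes: those of the mating-type and genotype lists, and per strain the 3 genes with the largest rise and the 3 with the largest fall among its specific genes. Ranking used the smallest absolute log2 fold change over the 4 contrasts. Only genes whose 4 libraries all lay outside the range of the other 16 libraries in CPM (the share of a library's counts, on the usual fixed scale) were eligible, which happens by chance in 0.0413% of groupings. REE1 and the genes raised in a single library fell outside this rule and were singled out after their values were seen.

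The alternatives were DESeq2 size factors, DESeq2 1.42.0 as the test, no filter, a filter at a mean of 10 CPM, fits of 2 strains at a time, counts thinned to the smallest library, and estimated inter-gene correlation. Further fits used the replicate number as a block, used the first digits of the library number as a block, or left out each library in turn. The replicate numbers come from the sample titles and are shared by the strains. Corrections for gene length, alone, with GC content and with either block, were added after the data were seen. They use each library's smooth trend (4 spline degrees of freedom) as an offset. The trend includes the library's mean log2 CPM deviation, so for genes with a known length the correction also rescales the libraries.

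Total counts per library ran from 1311322 to 22979469. The smallest level that a library can show was taken as 3 counts, which is 0.131 to 2.29 CPM. Where every library of a group was at or under that floor, fold changes are lower bounds against it. Shares of a single library carry a 95% Wilson interval. Intervals and floors cover counting error only.

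The procedures were tested on simulated data made from the real means, library sizes and dispersions. With 200 genes changed 8-fold in D273-10B among 6092 genes, 99% were called in the contrast with BY4741 and 96.5% by the specificity rule. Calls among unchanged genes made up 5.71% of the pairwise calls. With no gene changed among 6091, 0 genes were called over the 10 pairs. A set of 36 genes raised 2-fold had an adjusted p of 3.84e-47 in the camera test. With length trends made to differ by strain and the same 200 genes changed among 6088, calls among unchanged genes made up 42.9% of the pairwise calls without the length correction and 5.29% with it. The share of changed genes called was 96.5% and 98.5%. In that simulation all libraries of a strain had the same length slope, and the gap between BY4741 and D273-10B was wider than in the real data. The real mean slopes were 0.079 and 0.034, with SDs within the strain of 0.13 and 0.29. These shares therefore do not estimate the false calls in the real data. A made mixture of 40% BY4741 was found as 34% from fitted strain profiles over 1989 genes and as 38.4% from 10 genes absent from RM11-1a. A made library with no mixture was found as 4.98% and, from 12 such genes, as 0%.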

Results

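Transcript levels were compared among 5 laboratory strains of budding yeast, with 4 libraries per strain and 20 in all, to describe how their transcriptomes differ in the same medium. BY4741 and W303 are common genetic backgrounds, CEN.PK2 is used in physiology and biotechnology, D273-10B in work on mitochondria, and RM11-1a derives from a vineyard isolate. The genotype labels gave D273-10B as mating type alpha and the other 4 strains as mating type a. Total counts ran from 2507091 to 12098393 in BY4741, 1311322 to 19722480 in CEN.PK2, 6143878 to 12103234 in D273-10B, 6123237 to 10794587 in RM11-1a and 1945194 to 22979469 in W303. Each library had at least 1 count for 6224 to 6780 genes, and its 10 highest genes took 12.7% to 17.6% of the counts. No pair of libraries of the same strain agreed within sampling noise. Over 30 such pairs the chi-square per degree of freedom was 14 to 897, and over the 160 pairs of different strains it was 9.63 to 1140. The lowest value of all was thus between strains, for CEN.PK2 replicate 2 with W303 replicate 3, whose library numbers are neighbours. These libraries have the fewest counts, and the chi-square can rise with depth, so its lowest value does not rank likeness. Their correlation of log2 CPM was 0.960, against up to 0.983 within a strain. The highest correlation of log2 CPM was also between strains, 0.984 for the library labelled RM11-1a replicate 2 with BY4741 replicate 3. Libraries of the same strain show spread beyond counting noise, which cannot tell separate cultures from repeat libraries of 1 culture. The libraries were counted as replicates because the labels number them so. In 2 pairs of RM11-1a libraries the column names share a replicate number, so n = 4 in that strain may include repeat libraries of 1 culture.

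The first component of log2 CPM held 28.1% of the variance and the second 21.6%. Differences between strains accounted for 46.3% of the first component and 84.6% of the second. The numbers in the library names start with 66, 69 or 74, and this series accounted for 27.6% of the first component and 37.5% of the second. The 3 libraries numbered from 74 belonged to only 2 strains, CEN.PK2 (1 library) and RM11-1a (2 libraries), so for RM11-1a the series and the strain cannot be fully told apart. Libraries also differed in how levels moved with gene length. The slope of a library's log2 CPM deviation per doubling of exon length ran from -0.34 to 0.43 over the 20 libraries, and from -0.34 to -0.21 in the 3 libraries numbered from 74. Within D273-10B alone it spanned -0.23 to 0.43, a spread that exceeded the differences between the strain means (-0.18 to 0.14). Over the 20 libraries the length slope had a correlation of -0.75 with the first component and -0.47 with the second.

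**Figure D1:**
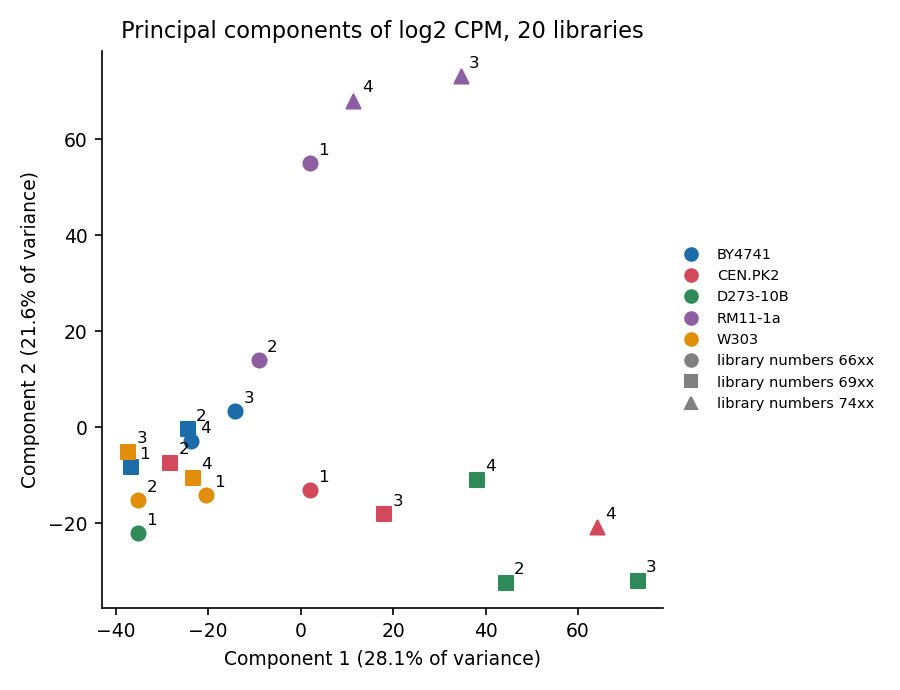
Each point is 1 library, placed by its first (x axis, 28.1% of variance) and second (y axis, 21.6% of variance) principal component of log2 CPM, with colour for the strain, shape for the start of the library number and the replicate number beside it. The library labelled RM11-1a replicate 2 sits nearer the BY4741 libraries than the other 3 RM11-1a libraries do, and D273-10B replicate 1 lies apart from the other 3 D273-10B libraries.

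**Figure D2:**
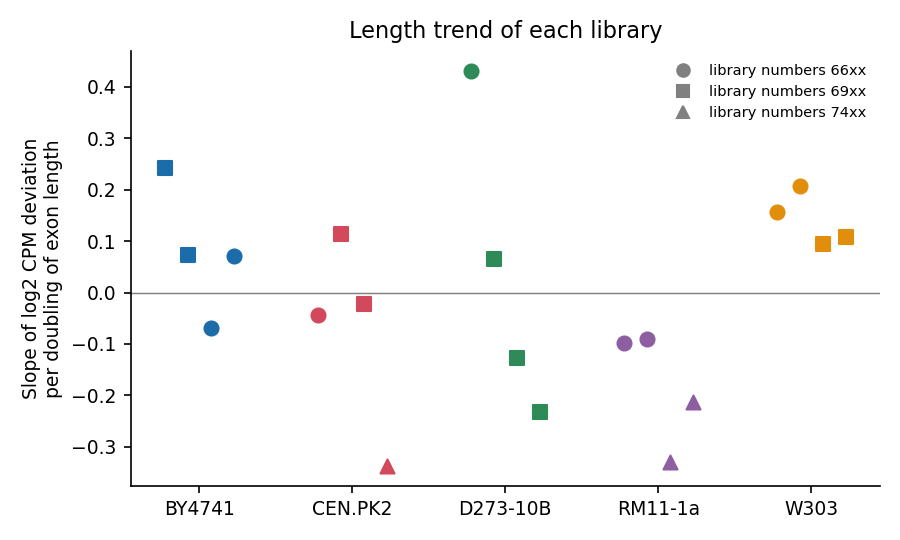
Each point is 1 library, grouped by strain on the x axis, and the y axis gives the slope of its log2 CPM deviation per doubling of exon length, with shape for the start of the library number. Slopes run from -0.34 to 0.43, and the highest belongs to D273-10B replicate 1.

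The labels were first checked with genes that follow mating type. All 12 genes of the list differed between D273-10B and the mean of the other 4 strains by edgeR's quasi-likelihood test, with a Benjamini-Hochberg adjusted p under 0.05 both over all genes and over the list alone. The 7 a-specific genes were lower and the 5 alpha-specific genes higher in D273-10B. The receptor gene STE2 (YFL026W, chromosome VI, 82580 to 83875) had 2.85 ± 1.71 CPM (SD, n = 4) in D273-10B and 506 ± 203 CPM (SD, n = 16) in the other strains, a log2 fold change of -7.24 (SE 0.493). MF(ALPHA)1 (YPL187W, chromosome XVI, 193648 to 194145), which encodes the alpha-factor pheromone, had 5106 ± 2179 CPM against 2.33 ± 1.41 CPM, and its log2 fold change was 11.55 (SE 0.332, edgeR adjusted p 8.2e-16). The smallest change was that of BAR1 (YIL015W), at -1.81 (SE 0.547, edgeR adjusted p 0.0256), and it was no longer past the threshold in 2 of the 20 fits that each left out a library. The other log2 fold changes were -2.57 for STE6, -7.53 for MFA1, -7.55 for MFA2, -5.06 for AGA2, -2.46 for ASG7, 4.08 for STE3, 3.82 for SAG1 and 2.89 for AFB1. MF(ALPHA)2 was at 79.5 ± 11.7 CPM (SD, n = 4) in D273-10B and 1.54 ± 0.928 CPM (SD, n = 16) in the other strains. In all 4 D273-10B libraries, MFA2 was at 1.79 CPM or less, against 111 CPM or more in every library of the other strains.

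The second check used genes that the genotype labels name as deleted, mutated or present, each tested in the other 4 strains against D273-10B. Of 56 tests over 14 genes, 15 were past the threshold adjusted over all genes, 9 of them lower and 6 higher than D273-10B, and 20 were past it when adjusted over the list alone. Leaving out D273-10B replicate 2 moved the count of 15 most, to 8. LEU2 (YCL018W, chromosome III, 91324 to 92418), labelled as deleted in BY4741 and RM11-1a, had 0 counts in all 8 libraries of those strains. Against 30.6 ± 15.3 CPM (SD, n = 4) in D273-10B, it was at least 25.6-fold lower in BY4741 (edgeR adjusted p 6.38e-07) and at least 62.5-fold lower in RM11-1a (edgeR adjusted p 2.7e-07). In W303, whose label gives LEU2 as mutated and not deleted, it was at 97.2 ± 33.4 CPM. MET17 (YLR303W, chromosome XII, 732542 to 733876; also named MET15) had at most 3 counts in any BY4741 library and was at least 127-fold lower than in D273-10B (edgeR adjusted p 8.45e-07). YLR302C overlaps MET17 on the opposite strand. URA3 (YEL021W, chromosome V, 116167 to 116970) was lower in both strains labelled as deleted for it, with log2 fold changes of -6.85 (SE 0.912) in BY4741 and -4.88 (SE 0.809) in RM11-1a. Counts remained in both, 46 in BY4741 and 197 in RM11-1a over the 4 libraries. HIS3 (YOR202W, chromosome XV, 721946 to 722608) was lower in W303, by -3.53 (SE 0.513, edgeR adjusted p 0.000135), but not past the threshold in BY4741, which is labelled as deleted for it (457 ± 155 CPM; log2 fold change -0.80, edgeR adjusted p 0.267). TRP1 (YDR007W) was lower in W303, by -2.60 (SE 0.276), and CAN1 (YEL063C) was higher there, by 1.58 (SE 0.46, edgeR adjusted p 0.032). CAN1 lost its call in 5 of the 20 fits that each left out a library.

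HO (YDL227C, chromosome IV, 46271 to 48031), labelled as replaced by a marker in RM11-1a, went against the label in 1 library. It had 408 counts in the library labelled RM11-1a replicate 2, which is 60.9 CPM (95% Wilson interval 55.3 to 67.1). RM11-1a replicates 1, 3 and 4 had 2, 1 and 2 counts, with upper bounds of 1.19, 0.525 and 0.852 CPM. Every BY4741 library held 84.3 CPM or more. MET17, absent from BY4741, was also lower in the library labelled RM11-1a replicate 2, at 76.9 CPM (70.5 to 83.8), than in the other 3 RM11-1a libraries (211 to 372 CPM). REE1, singled out after its values were seen, had 544 counts in that library (81.2 CPM, 74.7 to 88.3) and 0 counts in the other 3, against 74.1 to 103 CPM in BY4741. The HO contrast of RM11-1a with D273-10B was not past the threshold (log2 fold change -1.09, SE 1.05, edgeR adjusted p 0.497). All RM11-1a results below include this library unless stated, and so do the contrasts of the other strains with RM11-1a.

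Among the genes named as present, SUC2 (YIL162W) was higher in BY4741 than in D273-10B (log2 fold change 1.83, SE 0.572, edgeR adjusted p 0.0371), a call lost in 7 of the 20 fits that each left out a library. The maltase genes MAL12 and MAL32 were higher in CEN.PK2, by 1.17 and 1.11, and lower in RM11-1a, by -1.06 and -0.90. They share 74.5% and 74.9% of their 75-base windows with another locus, so reads could be split between them, and both RM11-1a calls were lost under the library number block and under the length correction. The MAL12 and MAL32 calls in CEN.PK2 were lost in 4 and 5 of the 20 fits that each left out a library, and those in RM11-1a in 3 and 14. MAL11, MAL13, MAL31 and MAL33 passed the threshold over all genes in no strain.

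**Figure D3:**
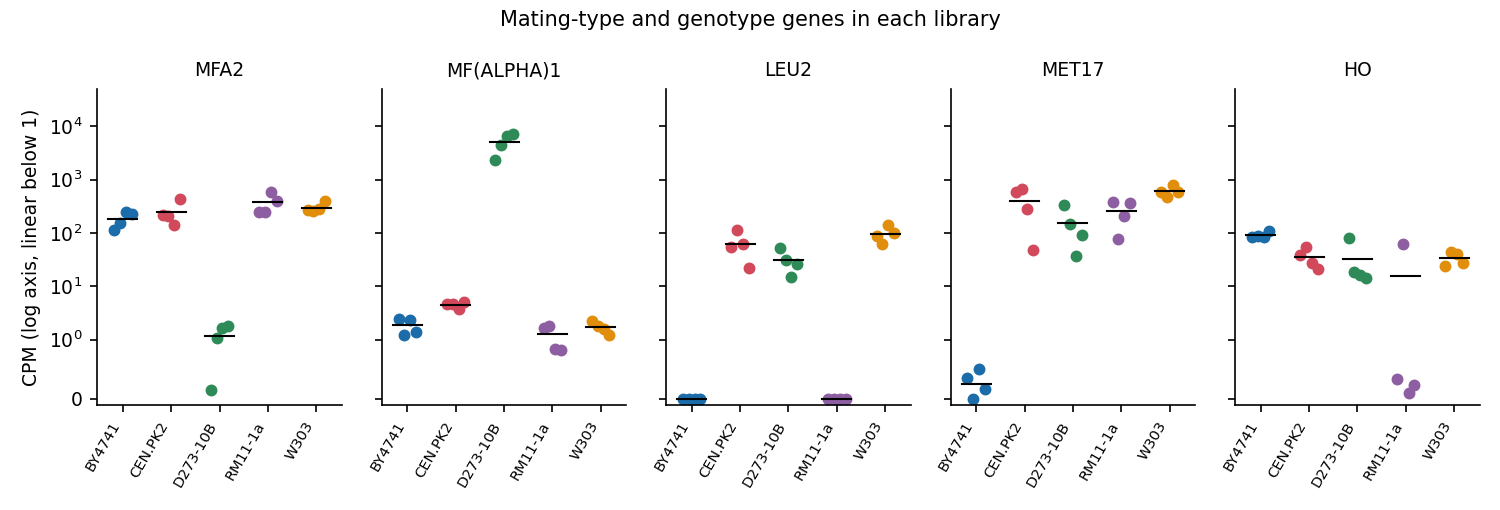
Points give CPM (y axis, log scale above 1 and linear below) of 5 genes in each library, by strain on the x axis, and the line is the mean of 4 libraries. MFA2 is low and MF(ALPHA)1 high in D273-10B, LEU2 is at 0 in BY4741 and RM11-1a, and 1 RM11-1a library, the library labelled replicate 2, has HO at 60.9 CPM while the other 3 are at 0.327 CPM or less.

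Over the 6119 genes tested, 1736 (28.4%) differed among the 5 strains at an adjusted p under 0.05 by the edgeR quasi-likelihood test. The alternative that moved this count most was leaving out D273-10B replicate 1, which gave 3090 genes. Between pairs of strains the number of genes was lowest for W303 against BY4741 (129 genes, 2.11% of those tested) and highest for RM11-1a against D273-10B (1127 genes, 18.4%). In between were W303 against CEN.PK2 (161), RM11-1a against BY4741 (335), D273-10B against CEN.PK2 (343), CEN.PK2 against BY4741 (407), RM11-1a against CEN.PK2 (424), W303 against D273-10B (650), W303 against RM11-1a (664) and D273-10B against BY4741 (889). This order depended on the fit: with only 2 strains in the model, W303 against BY4741 gave 778 genes and D273-10B against BY4741 gave 314. Most calls were at least 2-fold, from 127 of the 129 for W303 against BY4741 to 977 of the 1127 for RM11-1a against D273-10B. The 4 libraries of each strain did not overlap for 123 of the 129 calls and for 494 of the 1127 calls in those pairs. Chance gives 2.86% for genes not chosen by a test, so with called genes these shares are no separate evidence.

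Of the calls, 69.6% were higher in D273-10B than in BY4741, 37.4% were higher in RM11-1a than in D273-10B and 53.6% were higher in W303 than in RM11-1a. After the correction for gene length these shares were 59.4%, 57.1% and 35.2%. For CEN.PK2 and W303 against BY4741 the shares of higher calls fell from 62.4% to 49.7% and from 62.0% to 47.7%, and for D273-10B against CEN.PK2 the share fell from 52.5% to 47.2%. The larger share of calls therefore changed side with that correction in 5 of these 6 pairs. The set of called genes changed too, so this does not mean that most genes changed sign. For W303 against BY4741, 124 of the 129 calls were among the 384 made after the correction. That correction also rescales the libraries, so gene length alone cannot be credited. In the remaining pairs the larger share stayed on the same side. Their shares of higher calls went from 66.9% to 71.2% for RM11-1a against BY4741 and from 52.1% to 61.1% for RM11-1a against CEN.PK2. For W303 they went from 44.7% to 42.5% against CEN.PK2 and from 31.4% to 37.7% against D273-10B. When GC content was corrected as well, the share was 50.9% for CEN.PK2 against BY4741 and 50.1% for D273-10B against CEN.PK2. W303 against RM11-1a also changed side with DESeq2 size factors (47%), with DESeq2 as the test (45.9%), without a filter (48.9%) and with the library number block (45.2%).

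Within the series of library numbers, 9 comparisons had at least 2 libraries per strain. In the libraries numbered from 66, 69 genes differed between W303 and BY4741 and 165 between W303 and RM11-1a. Between RM11-1a and BY4741 0 genes did (556 at an unadjusted p under 0.05), a comparison in which 1 of the 2 RM11-1a libraries is the library labelled replicate 2. In the libraries numbered from 69, 1187 genes differed between D273-10B and BY4741, 374 between D273-10B and CEN.PK2, 1371 between W303 and D273-10B, 76 between CEN.PK2 and BY4741, 52 between W303 and BY4741 and 19 between W303 and CEN.PK2. The genes called over all libraries had the same sign in 99.7% to 100% of cases in each series, which include libraries that took part in the calls. Each remaining pair had too few libraries in any series.

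**Figure D4:**
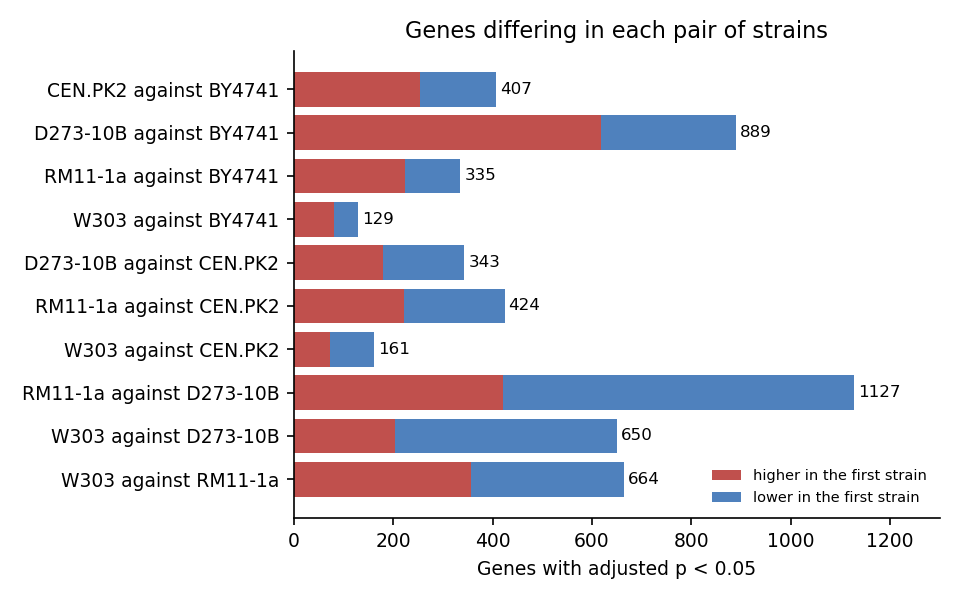
Bars give the number of genes (x axis) with an edgeR adjusted p under 0.05 for each of the 10 pairs of strains, split into genes higher and lower in the strain named first. Counts run from 129 to 1127, and the larger share changed side after the length correction for RM11-1a against D273-10B, W303 against RM11-1a, W303 against BY4741, CEN.PK2 against BY4741 (49.7% higher with length alone, 50.9% with GC content as well) and D273-10B against CEN.PK2 (47.2% with length alone, 50.1% with GC content as well).

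Genes specific to a strain numbered 13 in BY4741 (1 higher, 12 lower), 21 in CEN.PK2 (15 and 6), 116 in D273-10B (71 and 45), 89 in RM11-1a (50 and 39) and 23 in W303 (14 and 9). All 4 libraries lay outside the range of the other 16 for 7, 15, 53, 42 and 20 of them. Chance gives 0.0413% for genes not chosen by a test, and these were. The RM11-1a count was 13 with the library number as a block and 221 without the library labelled RM11-1a replicate 2. The D273-10B count was 373 without D273-10B replicate 1. REE1 was among the lower genes called specific to D273-10B, though RM11-1a replicates 1, 3 and 4 had 0 counts of it. Its contrast with RM11-1a thus rests on the library labelled RM11-1a replicate 2.

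In BY4741 no higher gene met the rule for naming. MET17 was at least 294-fold lower than the mean of the other strains. CYC1 (YJR048W, chromosome X, 526335 to 526664), which encodes a cytochrome c, was at 147 ± 15.3 CPM (SD, n = 4) against 840 ± 325 CPM (SD, n = 16), a log2 fold change of -2.66 (SE 0.433, edgeR adjusted p 0.00139). TIM9 (YEL020W-A, chromosome V, 117211 to 117474) was lower by -1.98 (SE 0.395, edgeR adjusted p 0.00715).

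In CEN.PK2, PBI1 (YPL272C, chromosome XVI, 26611 to 28164) was higher by 5.04 (SE 0.386) and MOR1 (YDR366C, chromosome IV, 1212438 to 1212836) by 3.84 (SE 0.423). MOR1 shares 33.8% of its 75-base windows with another locus. CSS2 (YFR020W, chromosome VI, 192737 to 193435) was at 210 ± 61 CPM (SD, n = 4) against 18.7 ± 7.61 CPM (SD, n = 16). ADH7 (YCR105W, chromosome III, 309070 to 310155) had at most 2 counts in a CEN.PK2 library and was at least 4.87-fold lower than in the other strains. The gene beside it, RDS1 (YCR106W, chromosome III, 310958 to 313456), was lower by -3.90 (SE 0.352, edgeR adjusted p 4.74e-07). YMR247W-A had 0 counts in CEN.PK2 and 1.06 ± 1.01 CPM in the other strains. That is under the floor of the smallest CEN.PK2 library, so no fold change is given.

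In D273-10B the named genes were those of mating type. HMLALPHA1 (YCL066W, chromosome III, 13282 to 13809) and MATALPHA1 (YCR040W, chromosome III, 200442 to 200969) share 100% of their 75-base windows with another locus and cannot be separated. HMLALPHA1 had 25.1 ± 3.49 CPM (SD, n = 4) in D273-10B. Both genes had at most 1 count in any library of the other strains and were at least 10.9-fold higher in D273-10B. HMRA1 (YCR097W, chromosome III, 293835 to 294321) was at least 124-fold lower in D273-10B, with at most 2 counts. The annotation used here names the gene at the mating-type locus MATALPHA1. A copy of HMRA1 at that locus in strains of mating type a would have no entry of its own. HMRA1 counts therefore cannot be assigned to the position given. MFA1 and MFA2 completed the list.

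In RM11-1a, FMP16 (YDR070C, chromosome IV, 588098 to 588379), GRE1 (YPL223C, chromosome XVI, 128632 to 129138) and RTN2 (YDL204W, chromosome IV, 94605 to 95786) were higher, by 4.08 (SE 0.48), 3.79 (SE 0.384) and 4.24 (SE 0.366). For FMP16 and GRE1 the spread within RM11-1a exceeded the mean. FMP16 was at 105 ± 123 CPM and GRE1 at 66.4 ± 76.2 CPM (SD, n = 4), and the set of 4 includes the library labelled RM11-1a replicate 2. The highest values of FMP16, GRE1 and RTN2 (278, 176 and 567 CPM) were in RM11-1a replicate 3, numbered from 74. The library series may thus add to the rise, though these calls held under all 31 alternatives. AI4 (Q0065) and AI1 (Q0050), reading frames in introns of the mitochondrial gene COX1, were lower. AI4 was at least 6.03-fold lower, and AI1 fell by -4.59 (SE 0.886). AI1 had 0 CPM in 3 RM11-1a libraries and 2.54 CPM in the library labelled replicate 2. Both overlap COX1 and other intron frames on the same strand, so their counts are uncertain. BSC1 (YDL037C, chromosome IV, 384601 to 385587) was at least 7.67-fold lower and shares 12% of its windows with another locus.

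In W303, GAP1 (YKR039W, chromosome XI, 515063 to 516871), which encodes an amino acid permease, was at 664 ± 173 CPM (SD, n = 4) against 8.34 ± 9.07 CPM (SD, n = 16), a log2 fold change of 6.80 (SE 0.302, edgeR adjusted p 4.74e-12). MEP2 (YNL142W, chromosome XIV, 357453 to 358952), an ammonium permease gene, was higher by 5.86 (SE 0.331) and DAL80 (YKR034W, chromosome XI, 506898 to 507707) by 5.35 (SE 0.352). YBR012C, which the RefSeq annotation used here does not place, was lower by -5.07 (SE 0.802, edgeR adjusted p 0.000599) and lost its call when counts were thinned to the smallest library (edgeR adjusted p 0.0581, over all alternatives 3.13e-08 to 0.0581). YGR127W (chromosome VII, 746798 to 747736) and NFG1 (YLR042C, chromosome XII, 229966 to 230451) were lower by -2.92 (SE 0.371) and -3.12 (SE 0.381).

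The 6 gene sets were tested in each strain against the other 4, and 14 of 30 tests were past an adjusted p of 0.05 in camera, 6 higher and 8 lower. The count did not stand apart from chance: 61 of 100 relabellings of the strains, the real one included, gave as many. With the inter-gene correlation estimated from the data in place of the preset value, 0 tests passed (2 at an unadjusted p under 0.05). Mean log2 fold changes are given relative to the median of all genes. Heat shock and general stress genes were at 1.63 in RM11-1a (17 of 20 genes higher), and respiratory chain genes were at -1.05 in BY4741 (2 of 36 genes higher). The RM11-1a value includes the library labelled replicate 2 and the libraries numbered from 74, so strain and library series are not fully separated there. Branched-chain amino acid synthesis genes were at 1.07 in W303 and at -1.05 in D273-10B. Cytosolic ribosomal protein genes were at 0.67 in CEN.PK2, 0.44 in D273-10B, -0.49 in BY4741, -0.36 in RM11-1a and -0.23 in W303. Over the alternatives only the W303 value changed sign, reaching 0.16 after the length correction. The CEN.PK2 value ran from 0.24 to 0.90. The relabellings were counted for the number of tests only, so single sets were not compared with them.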

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

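The tests in this part were chosen after the values were seen, except those by fitted strain weights and by the length trend of D273-10B replicate 1, and the reading of the strain weights was changed after they were seen. For each strain, total counts, the length slope and the CPM of the list and named genes were searched for a library standing far from the other 3 by Dixon's ratio. Of 155 groups of 4 libraries tested, 10 stood out where chance gives 7.75, so the number alone is near that of chance. Of the 10, 3 fell in the library labelled RM11-1a replicate 2 and 2 in D273-10B replicate 1.

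In the library labelled RM11-1a replicate 2, HO was at 60.9 CPM against 0.0926 to 0.327 CPM in the other 3 libraries of the strain. STE3 was at 8.06 CPM against 1.31 to 1.85 CPM, and AI1 at 2.54 CPM against 0 CPM. A mixture of RM11-1a with BY4741 material is a candidate explanation. Leaving out HO, REE1 and MET17, 6 genes were at or under 3 counts in the other 3 RM11-1a libraries and at 10 CPM or more in every BY4741 library. In this library their median level was 76.5% of that in BY4741. The measure was at most 0.184% in the other 3 RM11-1a libraries, over 6 genes in replicates 1 and 3 and 10 genes in replicate 4. For genes chosen as near absent from these libraries, a low value there follows from the choice and is no separate test. MET17, which BY4741 lacks, was at 76.9 CPM, above the highest BY4741 library (0.505 CPM). That goes against an exchange of the whole library for BY4741, and it was 24.5% of the mean of the other RM11-1a libraries. Library number series does not account for HO, since RM11-1a replicate 1, also numbered from 66, was at 0.327 CPM. Fitted weights of the 5 strain profiles gave 68.3% BY4741 and 7.23% for CEN.PK2, D273-10B and W303 together. By the marks set beforehand, these weights would have counted for a mixture with BY4741 (above 20% and above the 0% to 27.2% of other libraries not of BY4741) and against a further strain (within the 0% to 38.0% of the other RM11-1a libraries). They are not relied on here, because fitted to the other 19 libraries they gave the library's own strain from 3.35% to 100%, and 50% or more in only 14. The test by absent genes was added after that. It gave 49.3% of the level of CEN.PK2 (4 genes), 72.3% of that of W303 (2 genes) and 0% of that of D273-10B (4 genes). Genes present in both BY4741 and these strains can raise such values. LEU2, which BY4741 and RM11-1a lack, had 0 counts in this library. Its 95% upper bound was 1.87% of the lowest mean of CEN.PK2, D273-10B and W303, in a test also chosen after the values were seen. URA3 was at 11.2 CPM, against 315 CPM or more in every CEN.PK2 and W303 library. Both go against a large share of CEN.PK2 or W303. A mixture with BY4741, in the culture, the RNA or the reads, remains. No biological explanation was tested.

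In D273-10B replicate 1, HO was at 81.9 CPM against 14.3 to 18.1 CPM in the other 3 libraries and SAG1 at 129 CPM against 11.9 to 25.4 CPM. This library also had the highest length slope of the 20. Depth was set aside, as its total of 6765700 counts lies inside the range of the other 3 libraries. A trend against gene length explained 40.2% of the variance over genes of its log2 difference from the other 3, short of the 50% set as the mark beforehand. The same share was 0.67% to 32.1% in the other 3 libraries. Length bias may thus be a part of the difference and is not all of it. Fitted weights gave 96.7% to other strains, which would have counted for a mixture by the mark set beforehand (above 20%). They are not relied on, for the reason given for the RM11-1a library. Genes absent from the other D273-10B libraries and present in another strain were at a median of at most 0.351% of that strain's level, which goes against a mixture. That test was added after the weights were seen, and it used only 1 or 2 genes per strain. Mating type was used as a further test, also chosen after the values were seen. STE2, which the 4 strains of mating type a express, was at 5.17 CPM, 2.08% of the lowest of their strain means (248 CPM), which also goes against a mixture with any of them. MFA1 and AGA2 had 0 counts and MFA2 had 1 count in this library, though its length slope lowers short genes such as these. This is the only D273-10B library numbered from 66, so within the strain its difference and the library series coincide. Its difference from the other 3 had a correlation over genes of -0.151 with the difference of series 66 from series 69 in BY4741, CEN.PK2 and W303. That goes against an effect shared by the series, and an effect of preparation on this library alone cannot be told apart. Growth state was not tested, and no biological explanation is given by the design for a single library.

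CEN.PK2 replicate 2 had a correlation of 0.960 with W303 replicate 3, above the highest with its own strain (0.9405). GAP1 was at 3.81 CPM, 0.878% of the lowest W303 library, and CSS2 was at 268 CPM, against at most 25.2 CPM in W303. Both go against an exchange or a mixture with W303. These 2 libraries have the fewest counts of the 20. With counts thinned to the smallest library, the correlation with W303 replicate 3 stayed above the highest with its own strain, by 0.0258, and after the length and GC correction by 0.01. Thinning to equal depth thus did not remove the higher correlation, and length and GC content do not fully account for it. Its difference from the other CEN.PK2 libraries had a correlation over genes of 0.352 with the difference of W303 replicates 3 and 4 from W303 replicates 1 and 2. The numbers of these W303 replicates follow directly on its own. That lies between the marks of 0.2 and 0.5, so a shared preparation cannot be told apart. No biological explanation was tested.

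The other 5 values found by Dixon's ratio were not examined further and no explanation was tested for them. HO in BY4741 replicate 4 was at 108.8 CPM, against 84.3 to 87.8 CPM. CAN1 in CEN.PK2 replicate 2 was at 16.01 CPM, against 2.77 to 3.92 CPM, in the library with the fewest counts of the 20. MOR1 in CEN.PK2 replicate 3 was the lowest, at 290 CPM against 561 to 614 CPM. MF(ALPHA)2 in RM11-1a replicate 4 was at 1.64 CPM, against 0.817 to 0.896 CPM. MAL31 in W303 replicate 4 was at 10.1 CPM, against 3.05 to 4.11 CPM.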

How the results depend on the processing

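The alternatives that correct gene length were chosen after the data were seen, and what the counts of relabellings should show was written down after those counts were seen. The cause of a change was not tested where none is given. Of 51 single-gene results, 41 kept their direction and their call under every alternative that gave a value, and 10 lost the call under at least 1 alternative. No single-gene result changed direction. Over 31 alternatives, 84 of 1563 single-gene values lost the call. MAL32 in RM11-1a against D273-10B was past the threshold in 7 of 30 alternatives, with adjusted p from 0.0194 to 0.607, and MET17 in W303 against D273-10B in 17 of 31, from 0.00879 to 0.133. Of 14 gene set results, 44 of 434 values lost the call and 4 reversed. Of 320 counts of genes at least 2-fold changed, 79 left the range of 1.5 times.

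Relabelling the strains within each replicate number 100 times, the real labels included, gave as many genes as the real labels only once (1 of 100) for the 1736 genes among the 5 strains, the 5 counts of specific genes, the mating-type list and the genotype list. The largest other relabelling gave 333 genes among strains. The count of gene set tests was matched by 61 of 100. For each of the 10 pairs of strains, fitted alone, 1 of the 8 splits that part all same-numbered libraries gave as many genes, the real one, and 8 splits cannot give a share under 0.125. Counting all 35 splits of 8 libraries, which include splits that keep same-numbered libraries together, gave 1 of 35 for 9 pairs and 2 of 35 for D273-10B against CEN.PK2, where another split gave 328 genes against 103.

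The replicate number did not pair the libraries: same-numbered libraries of different strains had a mean correlation of deviations of 0.00483. With the replicate block, 1556 genes differed among strains, and the 10 pair counts stayed within 1.5 times. Genes specific to D273-10B numbered 73. With the replicate block and the length correction, counts outside 1.5 times were 24 genes specific to BY4741, 293 for W303 against BY4741 and 735 for RM11-1a against CEN.PK2.

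Libraries with the same series of numbers had a mean correlation of deviations of 0.0746, against -0.0418 for different series. With the library number block, genes specific to RM11-1a fell to 13. Counts were 73 for RM11-1a against BY4741, 212 for W303 against BY4741, 263 for W303 against RM11-1a and 459 for RM11-1a against D273-10B. The series and RM11-1a are partly the same, so a loss under this block does not separate them. With the block and the length correction together, RM11-1a had 26 specific genes. The pair counts outside 1.5 times were then 128 for RM11-1a against BY4741, 253 for W303 against CEN.PK2, 423 for W303 against RM11-1a, 568 for D273-10B against CEN.PK2, 575 for W303 against BY4741, 623 for CEN.PK2 against BY4741, 629 for RM11-1a against D273-10B and 910 for RM11-1a against CEN.PK2.

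With the length correction, BY4741 had 24 specific genes, and counts were 259 for W303 against CEN.PK2, 384 for W303 against BY4741, 525 for RM11-1a against BY4741, 559 for D273-10B against CEN.PK2, 626 for CEN.PK2 against BY4741 and 840 for RM11-1a against CEN.PK2. With length and GC corrected, the same results were 24, 278, 416, 572, 533, 702 and 856. The length correction moved the share of higher calls from 62.4% to 49.7% for CEN.PK2 against BY4741, from 69.6% to 59.4% for D273-10B against BY4741, from 62.0% to 47.7% for W303 against BY4741, from 37.4% to 57.1% for RM11-1a against D273-10B and from 53.6% to 35.2% for W303 against RM11-1a. With length and GC corrected, these 5 shares were 50.9%, 59%, 47.1%, 56.6% and 35.3%. The length correction shifted the median log2 fold change of all genes by -0.12, 0.17 and -0.14 for D273-10B against BY4741, RM11-1a against D273-10B and W303 against RM11-1a, and with GC content D273-10B against CEN.PK2 shifted by -0.11. Because the correction also rescales the libraries, these shifts and the changed shares cannot be credited to gene length alone. For W303 against D273-10B, 31.4% higher, the share was 43.5% with the replicate block, 41.9% with the library number block, 37.7% with the length correction, and 46.5% and 44% with each block and the length correction together. For RM11-1a against BY4741, 66.9% higher, it was 89% (65 of 73 genes) with the library number block alone, 71.2% with the length correction alone and 86.7% with both. The ribosomal protein set in W303, at -0.23 relative to all genes, reversed to 0.1642 with the length correction, 0.0998 with length and GC, 0.1512 with the replicate block as well and 0.1298 with the library number block as well. Of the planned scalings, DESeq2 size factors changed no count beyond 1.5 times.

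The larger share also changed side without the length correction. W303 against RM11-1a, 53.6% higher, was at 47% with DESeq2 size factors, 48.9% without a filter, 45.9% with DESeq2 as the test and 45.2% with the library number block. D273-10B against CEN.PK2, 52.5% higher, was at 45.2% with the replicate block, 47.7% with the library number block and 47.5% with thinned counts, and at 47.2% with the length correction and 50.1% with GC content as well. W303 against CEN.PK2, 44.7% higher, was at 53.9% with the replicate block and 54.8% with the library number block, and RM11-1a against D273-10B rose from 37.4% to 54.7% with the latter. In at least 1 fit that left out a library, the larger share changed side for D273-10B, RM11-1a and W303 against CEN.PK2, W303 against RM11-1a and W303 against D273-10B, the last to 51.1% without W303 replicate 2.

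Depth limits several counts. With every library thinned to the smallest, 1120 genes differed among strains, CEN.PK2 had 11 and D273-10B 76 specific genes, and 9 genotype tests passed. Pair counts were 82 for W303 against BY4741, 83 for W303 against CEN.PK2, 198 for D273-10B against CEN.PK2, 234 for CEN.PK2 against BY4741, 391 for W303 against D273-10B, 569 for D273-10B against BY4741 and 667 for RM11-1a against D273-10B. At a mean of at least 10 CPM, CEN.PK2 had 9 specific genes, W303 against CEN.PK2 gave 106 and D273-10B against CEN.PK2 gave 202.

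DESeq2 as the test raised most counts: 24 genes specific to BY4741, 34 to CEN.PK2, 179 to D273-10B and 137 to RM11-1a. It gave 295 for W303 against BY4741, 367 for W303 against CEN.PK2, 543 for RM11-1a against BY4741, 595 for D273-10B against CEN.PK2, 651 for RM11-1a against CEN.PK2, 692 for CEN.PK2 against BY4741, 1026 for W303 against D273-10B and 1078 for W303 against RM11-1a. Fits of 2 strains alone gave 103 for D273-10B against CEN.PK2, 115 for RM11-1a against BY4741, 214 for W303 against D273-10B, 219 for RM11-1a against CEN.PK2, 226 for RM11-1a against D273-10B, 314 for D273-10B against BY4741, 778 for W303 against BY4741 and 1363 for W303 against RM11-1a. With the inter-gene correlation estimated per set, 0 gene set tests passed (2 at an unadjusted p under 0.05), against 14 with the preset value.

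Across the 20 fits that each left out a library, genes among strains numbered from 1279 to 3090. In those fits, pair counts ran from 187 to 663 for CEN.PK2 against BY4741, 479 to 1904 for D273-10B against BY4741, 192 to 763 for D273-10B against CEN.PK2, 103 to 628 for RM11-1a against BY4741, 260 to 583 for RM11-1a against CEN.PK2, 671 to 1599 for RM11-1a against D273-10B, 66 to 197 for W303 against BY4741, 66 to 398 for W303 against CEN.PK2, 305 to 2288 for W303 against D273-10B and 259 to 1116 for W303 against RM11-1a. Specific genes ran from 6 to 28 in BY4741, 11 to 24 in CEN.PK2, 66 to 373 in D273-10B, 29 to 221 in RM11-1a and 16 to 34 in W303. Genotype tests ran from 8 to 21, mating-type genes from 11 to 12 and gene set tests from 11 to 15. Leaving out D273-10B replicate 1 gave the highest count among strains and for 8 of the 10 pairs. Leaving out the library labelled RM11-1a replicate 2 gave the highest for RM11-1a against BY4741, genes specific to RM11-1a and genes specific to BY4741. Without CEN.PK2 replicate 2 the counts for W303 against CEN.PK2 and for genes specific to CEN.PK2 were highest.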

Other observations

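The tests in this part were chosen after the patterns were seen, except those of shared windows and neighbouring genes, and the GC and depth tests of the nitrogen list were added after that list's p was seen. In 4 genes, 1 library was at least 20-fold above every other library and at 50 CPM or more. UPC2 (YDR213W) was at 3990 CPM in BY4741 replicate 4 and at most 36.4 CPM elsewhere. HUL4 (YJR036C) was at 246 CPM, DBP1 (YPL119C) at 297 CPM and HBT1 (YDL223C) at 700 CPM in D273-10B replicate 2, against at most 3.4, 8.28 and 29.2 CPM elsewhere. All 4 genes were called strain-specific although a single library carried the difference. Reads shared with another locus can be set aside, since 0% of their 75-base windows occur elsewhere in the genome. The highest level in any other library was 4.17% of the level seen. That cannot settle whether reads came from another library, since the genes were chosen for being 20-fold above all others. Of 8 directly neighbouring genes, YPL119C-A beside DBP1 was raised 8.54-fold over its median in the other libraries (103 counts), and the other 7 were at most 1.72-fold. A raised neighbourhood may therefore apply to DBP1 and was not seen for the other 3 genes. Copies made by PCR in a single library, a change in a single culture and reads from plasmid or other outside DNA were not tested, and the pattern cannot be told apart from them.

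A hypothesis from the lower CYC1 in BY4741 was that targets of the transcription factor HAP1 are lower in that strain as a group. A list of 10 other targets was written after the genes specific to each strain had been looked up, and it left out CYC1, HMG1, YHB1 and COX6, targets already seen as lower in BY4741, as well as CTT1. Leaving those out makes a lower mean harder to find. The list mean was -0.16 (log2) in BY4741 relative to the other libraries, with 5 of 10 genes lower and an exact two-sided permutation p of 0.592 over all 4845 choices of 4 libraries from 20. After the length correction the p was 0.368. In the libraries numbered from 69, the gap between the nearest libraries of BY4741 and of the other strains was -1.12, meaning that they overlapped. No group change was found, so these technical tests decide nothing. The list gave no evidence of a group change, and the lower CYC1 is left without an explanation here. A group change is not excluded, since targets seen as lower were left out and the other libraries ran from -1.15 to 1.02 on this list.

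A further hypothesis was that genes repressed on good nitrogen sources are raised in W303 beyond GAP1, MEP2 and DAL80. A list of 12 other genes was written after the genes specific to each strain had been looked up. PUT1, already seen as higher in W303, was dropped, and DUR1,2 is not in the annotation used. The list mean was 0.99 higher (log2) in W303, with 9 of 12 genes higher and all 4 libraries (0.48 to 1.15) above the other 16 (-0.72 to 0.26). The exact two-sided permutation p was 0.000206, the smallest that 4845 choices can give. PUT4 (3.06) and AGP1 (2.47) differed most, while DUR3 (-0.96), UGA1 (-0.42) and GDH2 (-0.19) were lower. After the length correction the difference was 0.65 (p 0.00206), after length and GC correction 0.61 (p 0.0033), and with counts thinned to the smallest library 0.81 (p 0.000206). In the libraries numbered from 66, both W303 libraries were above all 6 of other strains by at least 0.358. That follows from the separation of all 20 libraries and is no separate test. W303 libraries were numbered from both 66 and 69, as were libraries of other strains. An effect of the series shared by strains would raise those too. The W303 libraries (0.48 to 1.15) lay above all 16 others (-0.72 to 0.26), which argues against such an effect for this list. An effect confined to the W303 libraries cannot be told apart. The difference was not fully explained by length, GC content or depth, and it shrank with each. A raised nitrogen-catabolite programme in W303 is consistent with these values and stays a hypothesis, since it was found and tested on the same libraries, and the culture medium of each library was not measured.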
